# Combining laser-assisted microdissection (LAM) and RNA-seq allows to perform a comprehensive transcriptomic analysis of epidermal cells of Arabidopsis embryo

**DOI:** 10.1186/s13007-018-0275-x

**Published:** 2018-02-03

**Authors:** Kaori Sakai, Ludivine Taconnat, Nero Borrega, Jennifer Yansouni, Véronique Brunaud, Christine Paysant-Le Roux, Etienne Delannoy, Marie-Laure Martin Magniette, Loïc Lepiniec, Jean Denis Faure, Sandrine Balzergue, Bertrand Dubreucq

**Keywords:** Laser-assisted microdissection, Ultra-low-RNA-seq, Epidermis, Embryo cells, Arabidopsis

## Abstract

**Background:**

Genome-wide characterization of tissue- or cell-specific gene expression is a recurrent bottleneck in biology. We have developed a sensitive approach based on ultra-low RNA sequencing coupled to laser assisted microdissection for analyzing different tissues of the small Arabidopsis embryo.

**Methods and results:**

We first characterized the number of genes detected according to the quantity of tissue yield and total RNA extracted. Our results revealed that as low as 0.02 mm^2^ of tissue and 50 pg of total RNA can be used without compromising the number of genes detected. The optimised protocol was used to compare the epidermal versus mesophyll cell transcriptomes of cotyledons at the torpedo-shaped stage of embryo development. The approach was validated by the recovery of well-known epidermal genes such *AtML1* or *AtPDF2* and genes involved in flavonoid and cuticular waxes pathways. Moreover, the interest and sensitivity of this approach were highlighted by the characterization of several transcription factors preferentially expressed in epidermal cells.

**Conclusion:**

This technical advance unlocks some current limitations of transcriptomic analyses and allows to investigate further and efficiently new biological questions for which only a very small amounts of cells need to be isolated. For instance, it paves the way to increasing the spatial accuracy of regulatory networks in developing small embryo of Arabidopsis or other plant tissues.

**Electronic supplementary material:**

The online version of this article (10.1186/s13007-018-0275-x) contains supplementary material, which is available to authorized users.

## Background

Multicellular (higher) organisms like plants are characterized by cell-specific differentiation and tissue formation during development. Over the last decades, many studies have addressed the question of gene expression during plant growth, under stress conditions, at precise stages or in specific genetic backgrounds. One aim of modern biology is to provide more quantitative and tissue- or cell-specific analyses with regard to the regulatory networks controlling biological processes. Nevertheless, the characterization and isolation of cell types organised in a three-dimensional space requires specific and tricky physical manipulations (for review see [13]). Different approaches have been used including, the expression of reporter genes coupled to affinity purification system (e.g. INTACT, [10], fluorescent-activated cell sorting [2, 13, 35, 44], or manual dissection based on morphological characters). These techniques are limited in their application due to the need for protoplasting or genetic transformations with cell type-specific markers.

Laser Assisted Microdissection (LAM) allows precise recovery of specific tissues or cell types, based on their morphology or fluorescence staining when cell specific markers have been introduced. If based on paraffin embedded sections, the identification of specific zones can be facilitated by the use of a microscope, although decreasing the size of the section lowers the amount of RNA extracted. Similarly, very small areas of interest will have poor total RNA content, hampering comprehensive transcriptional analysis. The size of the zone of interest and its subsequent RNA content are therefore a crucial issue in the production of good-quality data. Coupling LAM to quantitative RT-PCR and then to DNA chips has increased the number of genes detected and thus, these approaches have been widely and successfully used on seed [4, 5, 37]. However, the development of NGS (Next Generation Sequencing) technologies offers many other advantages: sensitivity, ability to quantify expression in species for which no genome sequences are available (i.e. new species of interest), access to differentially spliced forms or to non-coding RNAs. Moreover, in a specific case of plant-pathogen interaction studies, the LAM provides also a cellular-level resolution to reveal the often low coverage of pathogen transcripts [14]. The NGS has an additional advantage compared to traditional chip hybridization, as it requires a smaller amount of total RNA for analysis. Some studies combined LAM, RNA ribosomal depletion and RNA-seq experiment in order to reveal the entire diversity of transcripts [16, 30]. In these cases, the amounts of total RNA coming from LAM is in the range of ng, requiring spending a lot of time to microdissection step, often at the expense of RNA quality or/and biological repetition number. Therefore, we combined ultra-low-RNA-seq sequencing with laser microdissection for undertaking precise and comprehensive analyses of the epidermal versus mesophyll cell transcriptomes of the cotyledons, at the torpedo-shaped stage of the small Arabidopsis embryo.

The development of Arabidopsis embryo has been extensively described [17, 41]. Briefly, after fertilization, the zygotic cell gains polarity and develops following a precise pattern of divisions to give rise to specific cell types (epidermis, vascular bundles, cortex, and mesophyll). The epidermis, which originates from the differentiation of the protoderm at the dermatogen stage, marks the junction between the embryo and the external environment [15]. This cell layer forms a hydrophobic barrier over the aerial surfaces of the plant [39]. Specific secondary metabolites accumulate in the epidermis in the form of cuticular fatty acids. The cutin and flavonoids then form protective compounds. Previous analyses have shown that several genes are specifically expressed in the epidermis during aerial organ development [39] or during embryo development [15, 27, 40].

In this paper, we investigated the effect of decreasing the total amount of tissue and RNA template using ultra-low RNA-seq methods and the technical limit of this approach. After validation, the optimized method was used to characterize genes that are differentially expressed in the epidermis versus mesophyll cells at the torpedo stage of Arabidopsis embryo development.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* plants, accession Columbia (Col-0), were grown in a greenhouse under the following conditions: 13 h of light, 25 °C/17 °C day/night, and irrigated three times per week with mineral nutrient solution. To harvest seeds at defined developmental stages, individual flowers were tagged on the day of opening, and then opened flowers and developing siliques were counted daily. Siliques at 8 days after fertilization, corresponding to seeds containing embryos at linear stage were harvested under RNase free conditions: all materials and working surfaces were treated with RNase Zap (Ambion) and immediately fixed in 3:1 (vol/vol) ethanol:acetic acid at 4 °C on ice. Siliques were cut at the edge into ∼ 1 cm segments before fixation to allow better penetration of the fixator. The seeds were fixed under vacuum for 1 h and left O/N in the fixator at 4 °C.

The plant material was dehydrated in a graded ethanol series (70% 1 h, 85% 1 h, 95% 1 h, 100% 1 h two times, 100% ethanol O/N), and infiltrated with histoclear (1:3 1 h, 1:1 1 h, 3:1 2h30 histoclear: ethanol). This was followed by 100% histoclear for 30 min three times. Samples were then incubated with 1:1 paraffin/histoclear for 1 h and paraffin 100% at 60 °C O/N. The paraffin was replaced twice over 1–2 days. Seeds were sectioned at 8 µm thickness using an automatic microtome (Microm HM 355S) and mounted on polyethylene napthalate (PEN)-membrane slides (Zeiss) in RNase-free conditions. Slides were dried with a hot plate set at 24 °C and deparaffinized twice in 100% histoclear for 1 min and dehydrated in 100% ethanol for 1 min. Laser capture microdissection was performed using a PALM MicroBeam system (Zeiss). For pilot experiment, 20 whole cotyledons sections coming from 6 siliques on 3 individual plants were microdissected and captured. For the second experiment, each tissue type (i.e. Epidermis and Mesophyll) of each seed was separately microdissected to minimize contamination from adjacent cell and tissue types (Fig. 2a). Four biological replicates harvested at four different dates were captured for each tissue type. Each biological replicate consisted of around 25 microdissected tissue sections from at least 5 siliques coming from one individual plant. All tissues were captured in a collection tube with adhesive cap (Zeiss) within 10 min to maximize the quality of total RNA extraction.

### RNA-seq experiments

Microdissected samples were harvested and incubated directly into RNA extraction buffer. Total RNA was extracted using the Arcturus Pico RNA extraction kit (Thermo Fisher Scientific, Inc) and then treated with RNase-free DNase (1:8 dilution of DNase I in RDD buffer; Qiagen). RNA quantity and quality were checked by microcapillary electrophoresis RNA 6000 Pico Chip (Agilent 2100 BioAnalyzer; Agilent Technologies Waldbroon, Germany). RIN (RNA Integrity Number, Agilent) obtained were around 6.3 (6.0 for epiderm and 6.5 mesophyll: range between 5.7 and 6.7).

For the pilot experiment, in order to focus on optimising the quality of extracted RNA in relation to the time spent on microdissection, 6 dilutions of a same RNA sample of whole cotyledons were used (5 ng, 100 pg, 75 pg, 50 pg, 25 pg, and 10 pg). For the second experiment, the objective of which was to compare epidermis and mesophyll tissues, a dilution of 100 pg of total RNA was used. cDNA syntheses were performed using the SMARTer Ultra Low Input RNA Kit for Sequencing-v4 (Clontech Laboratories, Inc.) and libraries were prepared according to DNA Sample Preparation Illumina kit instructions with a different bar code for each sample (Illumina, Cat. Nos. FC-131-1024). Ultra-low RNA-seq libraries were checked for their quality on High-sensitivity DNA chip using Agilent 2100 bioanalyzer (Waldbroon, Germany) before Illumina sequencing (Illumina^®^, California, U.S.A.). The UltraLowRNA-seq samples were sequenced in Paired-End (PE) with a read length of 100 bases. For the pilot experiment, the six libraries were sequenced on Hiseq 2000 machine. Samples with a dilution of 100 pg and 5 ng were first sequenced to obtain around 50 million reads/sample. Samples with a dilution of 100 pg, 75 pg, 50 pg, 25 pg, and 10 pg were then sequenced at a second date to obtained around 30 million reads/sample. The 100 pg sample was thus sequenced twice and used to correct a sequencing bias effect. The value of Spearman’s correlation coefficient between the two 100 pg samples was 0.61 before correction and 0.86 after. After correction, the results of the two sequencing for the 100 pg sample were similar and only the second one was kept for the analyses. For the second experiment, the eight libraries were sequenced on Hiseq 2000 machine to obtained around 35 million reads/sample with a multiplexing rate of 4 libraries/lane.

### Bioinformatics and statistical analyses

The raw data (fastq) were trimmed for Phred Quality Score > 20, read length > 30 bases, and the ribosome sequences were removed with tool sortMeRNA [19]. The mapper Bowtie version 2 [20] was used to align reads against the *A. thaliana* transcriptome (with ‘local’ option and other default parameters). The 33602 annotated genes were extracted from TAIR (v10) database corresponding to the representative gene model (longest CDS) given by TAIR. The abundance of each gene was calculated by a home-made script which counts only paired-end reads for which both reads map unambiguously one gene, removing multi-hits.

All the statistical analyses were done with the R software using also EdgeR package version 3.8.6 [28]. For the pilot experiment, to compare the gene expression, the raw counts were normalized to take the difference of the library sizes into account with TMM method and a sequencing date effect. It was done with a negative binomial generalized linear model with one factor (sequencing date). Normalized counts equal to the raw counts divided by the scaling factor minus a date sequencing effect. The second experiment concerned the tissue comparison between epidermis and mesophyll. First, genes which did not have at least 1 read after a count per million normalization in at least one half of the samples, were discarded. Then, raw counts were normalized using TMM method and count distribution was modelled with a negative binomial generalized linear model where the tissue type and the harvest date were taken into account and where the dispersion is estimated by the edgeR method. A likelihood ratio test was performed to evaluate a tissue effect. Raw p-values were adjusted with the Benjamini–Hochberg procedure to control the False Discovery Rate (FDR). A gene was declared differentially expressed if it’s adjusted *p* value ≤ 0.05.

### Data deposition

RNA-Seq projects were deposited in the international repository GEO (Gene Expression Omnibus, Edgard et al. [11]): http://www.ncbi.nlm.nih.gov/geo/; accession no. GSEGSE NGS2014_01_MicroD GSE98176 163 and NGS2012_02_MicroD GSE98313, according to the MINSEQE ‘minimum information about a high-throughput sequencing experiment’. All steps of the experiment, from growth conditions to bioinformatics analyses, were detailed in CATdb [12]: http://tools.ips2.u-psud.fr.fr/CATdb/; Project: NGS2012_02_microD and NGS2014_01.

## Results

We analysed the quality and quantity of total RNA extracted from microdissected tissues performed on paraffin-embedded seeds according to the protocol previously described. In order to optimize RNA quality taking into consideration the microdissection process itself, we first evaluated the quantity and quality of total RNA extracted from the entire embryo. Focusing on the relationship between RNA quality and quantity extracted, we observed that RIN values are very variable, between 0 and 7.8, for very low concentrations of total RNA (from 0 to 200 pg/µl) (Fig. 1a). At a surface of 20.000 µm^2^, the quality appears to stabilize between RIN 5.5 and 6 for higher concentration (Fig. 1c). Although, as expected, the RNA quantity increases with the amount of microdissected surface (Fig. 1b) whereas no improvement of the RNA quality was obtained by increasing the microdissected surface (Fig. 1c). This surface of 20.000 µm^2^ was thus chosen as a reference to reach around 200 pg of total RNA. High quality Epidermis/Mesophyll microdissected total RNAs (RIN = 6.8) coming from torpedo stage embryos were obtained and used for RNA-seq (Fig. 2b).

**Fig. 1:**
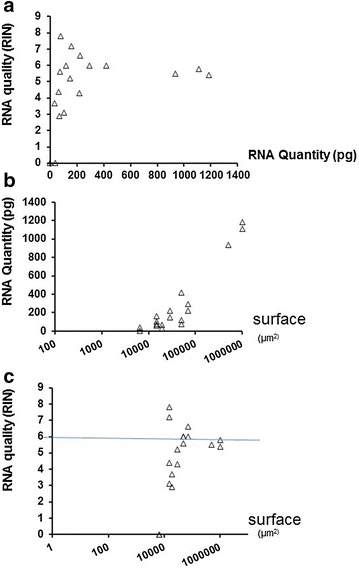
Quantity and quality of extracted RNA related to microdissected surface coming from whole cotyledons embryo. **a** Relationship between RNA quality (RIN) and quantity extracted (pg). **b** Relationship between RNA quantity (pg) and the amount of microdissected surface (µm^2^). **c** Relationship between microdissected surface (µm^2^) and RNA quality (RIN)

**Fig. 2:**
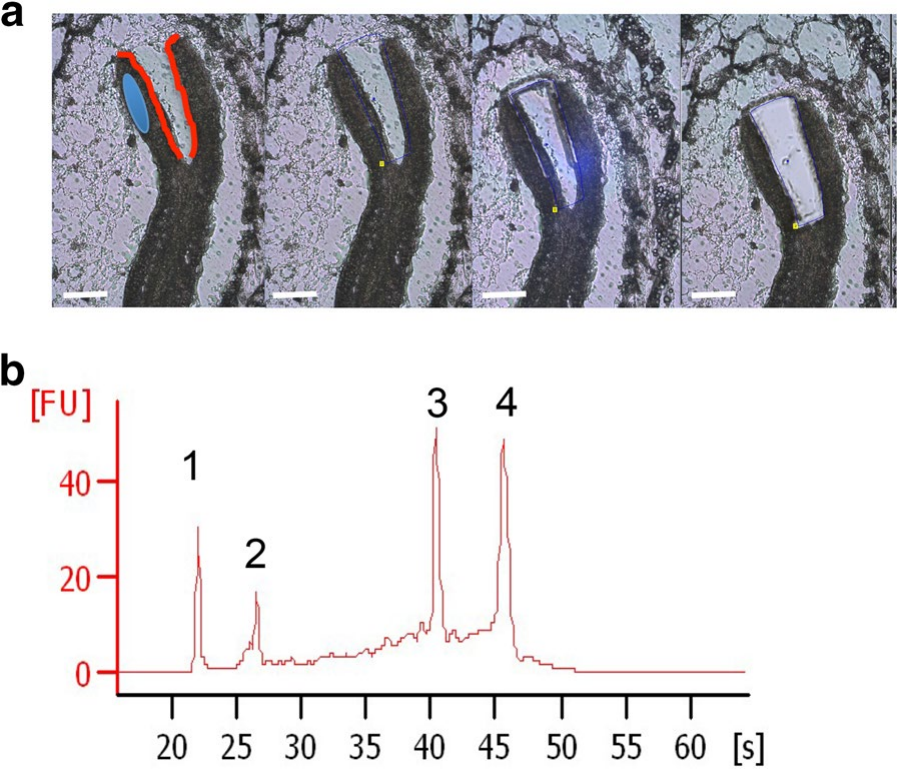
Micro-dissected samples in this study. **a** Mesophyll or epiderm of linear staged embryos were microdissected at X40. Image shows the different steps of microdissection process: area selection, laser cutting, catapulting and capture of the sample. In red the epidermis, in blue the mesophyll. Bar = 30 µm. **b** Quality of the total RNA (Agilent Bioanalyzer profile) extracted after microdissection of the epidermis. 1: marker, 2: small RNA, 3: 18S rRNA, 4: 28S rRNA

We first investigated the number of genes detected according to the quantity of mRNA template by using the pilot experiment (see Methods section). 

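The pilot experiment compared 6 libraries, 1 for each of 5 ng, 100 pg, 75 pg, 50 pg, 25 pg and 10 pg of total RNA. The paper describes them as dilutions of a same RNA sample of whole cotyledons from embryos at 8 days after fertilization, while the sample labels give the tissue only as seed. Each library was made with the SMART-Seq v4 kit, which primes cDNA synthesis on poly(A) tails and amplifies the cDNA by PCR, and was sequenced in paired-end with a read length of 100 bases and without strand information. The plants were grown under 13 h of light at 25 °C by day and 17 °C by night according to the paper, and under 16 h of light at 18 to 22 °C according to the labels. The authors trimmed the reads, removed ribosomal sequences, aligned the rest with Bowtie2 in local mode to the 33602 representative gene models of TAIR10, and counted the pairs of which both reads mapped unambiguously to 1 gene. The submitters' processing notes name TopHat2 beside Bowtie2. The values are raw counts of read pairs, which sum to 51130296 at 5 ng, 30781753 at 100 pg, 22403342 at 75 pg, 28652989 at 50 pg, 29124508 at 25 pg and 26703077 at 10 pg. From them, CPM, the counts scaled by the library total, and TMM-normalized counts were computed. The 5 ng library comes from the first sequencing date and the other 5 from the second, so the date cannot be separated from the step between 5 ng and 100 pg. The paper subtracted a date effect estimated from both runs of the 100 pg library, and this correction was not repeated because the first of these runs was not analysed here. With 1 library per amount no spread between replicates can be given. Intervals of shares are over genes, which they treat as independent, and cover neither the counting of molecules nor the spread between libraries. Floors cover the counting of read pairs only, since reads copied by PCR are not independent molecules.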

The numbers of reads and detected genes obtained for each sample after mapping and gene allocations are shown in Table 1. The quality of sequencing was very good for each library, with around 90% of reads mapped and unambiguously associated to genes. 

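Of the sequenced pairs, 95.85% were counted for a gene at 5 ng, 80.3% at 100 pg, 89.0% at 75 pg, 90.9% at 50 pg, 89.1% at 25 pg and 89.6% at 10 pg. Pairs removed because they matched several genes made up 0.426% at 5 ng and between 1.23% and 1.39% in the other 5 libraries. Genes of the chloroplast genome took 0.107% of the counts at 5 ng and between 0.672% and 0.898% in the others. Genes of the mitochondrial genome took between 0.00809% at 5 ng and 0.0273% at 50 pg.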

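Genes of photosynthesis and of the cell cycle, with list medians of 341 and 103 CPM at 100 pg, kept counts down to the smallest RNA amount. Single genes of the cuticle and of stomata, named because they had 0 counts at 10 pg, did not, which is no contrast between functions. All 33 genes of the photosynthesis list, all 13 common reference genes and all 9 cell cycle genes were detected, with at least 1 read pair, in every library from 100 to 10 pg. Of 34 genes of wax and cutin synthesis, which build the cuticle, 30 were detected at 100 pg and 28 at 10 pg. CYP86A4 (AT1G01600), a cytochrome P450 of the fatty acid ω-hydroxylase family, had 1 read pair at 100 pg, 193 at 25 pg and 0 at 10 pg. MUTE (AT3G06120), a regulator of stomatal development, had 2.60 CPM at 100 pg, 14.9 CPM at 25 pg and 0 counts at 10 pg, where 0 counts allow up to 0.112 CPM. The stomatal genes SPCH (AT5G53210) and EPF2 (AT1G34245) had 21.35 and 40.6 CPM with TMM factors at 10 pg, while FAMA (AT3G24140) had 0 counts in every library. In all, 19266 genes were detected at 100 pg, 19539 at 75 pg, 18485 at 50 pg, 16829 at 25 pg and 15936 at 10 pg, so that the number was highest at 75 pg. Thinned to the smallest total of 22403342 pairs, the expected numbers were 18974, 19539, 18231, 16564 and 15750 in the same order. With a minimum of 10 read pairs, 17043 genes were detected at 100 pg and 12562 at 10 pg.

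**Figure D1:**
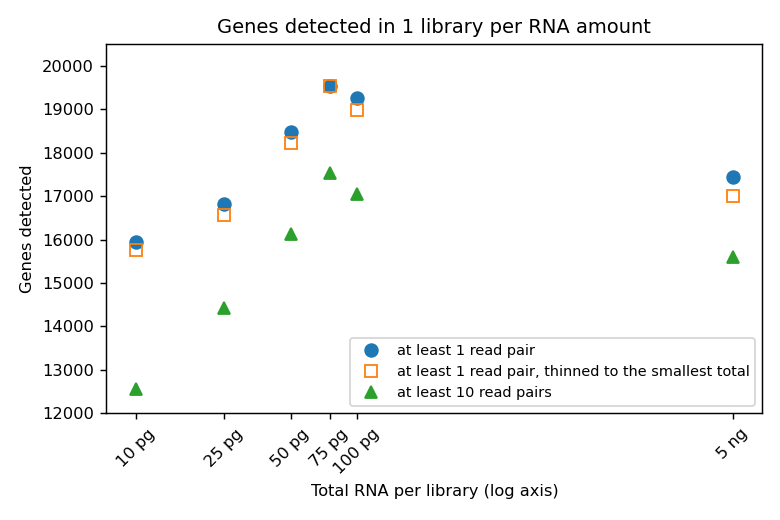
Number of genes detected against the total RNA of the library on a log axis, 1 library per amount, with at least 1 read pair (circles), with at least 1 read pair after thinning to the smallest total (squares) and with at least 10 read pairs (triangles); the vertical axis does not start at 0. With at least 10 read pairs the number is 17043 at 100 pg and 12562 at 10 pg.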

The number of detected genes decreases from 19266 to 15936 in parallel with RNA quantities ranging from 100 to 10 pg. The percentage of genes having at least 1 read in the 5 ng RNA sample and conserved in other samples is around 90% for 75 and 100 pg samples, and around 85% for the other. 

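Transcripts of seed storage proteins were among the most abundant at 5 ng with few or no reads in the smaller amounts, which are of another sequencing date. The oleosin OLEO5 (AT3G01570) was also much lower than at 5 ng, with 298 CPM at 100 pg and 326 CPM at 10 pg. With TMM factors it had 47888 at 5 ng, 211 at 100 pg and 304 at 10 pg. SESA3 (AT4G27160), a 2S albumin on chromosome 4 of TAIR10.1 from 13611796 to 13612563, had 251323 CPM at 5 ng, 1.17 CPM at 100 pg and 0 counts at 10 pg. CRA1 (AT5G44120), a 12S cruciferin, had 68692 CPM at 5 ng, 5.58 CPM at 50 pg and 0 counts at 10 pg. TIP3;1 (AT1G73190), an aquaporin of the seed storage vacuole, had 3545 CPM at 5 ng and 1 read pair at 100 pg, and ATS1 (AT4G26740), a caleosin of oil bodies, had 3099 CPM at 5 ng and 0 counts in the other 5 libraries. SESA1 to SESA4 are similar genes in tandem that may share reads, so their separate values are uncertain. Of the 51 genes with 1000 CPM or more at 5 ng, 7 had 0 counts at 100 pg and 20 at 10 pg, or 39.2% (25.8 to 53.9) with the exact Clopper-Pearson 95% interval. This share was above the 8.00% (7.19 to 8.87) among the 4112 genes with 10 to 100 CPM at 5 ng, and close to the 42.6% (41.1 to 44.0) among the 4447 genes under 1 CPM. Of the 17446 genes detected at 5 ng, 90.0% (89.6 to 90.5) were detected at 100 pg, 91.0% (90.6 to 91.4) at 75 pg, 87.8% (87.3 to 88.3) at 50 pg, 82.0% (81.5 to 82.6) at 25 pg and 78.8% (78.2 to 79.4) at 10 pg.

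**Figure D2:**
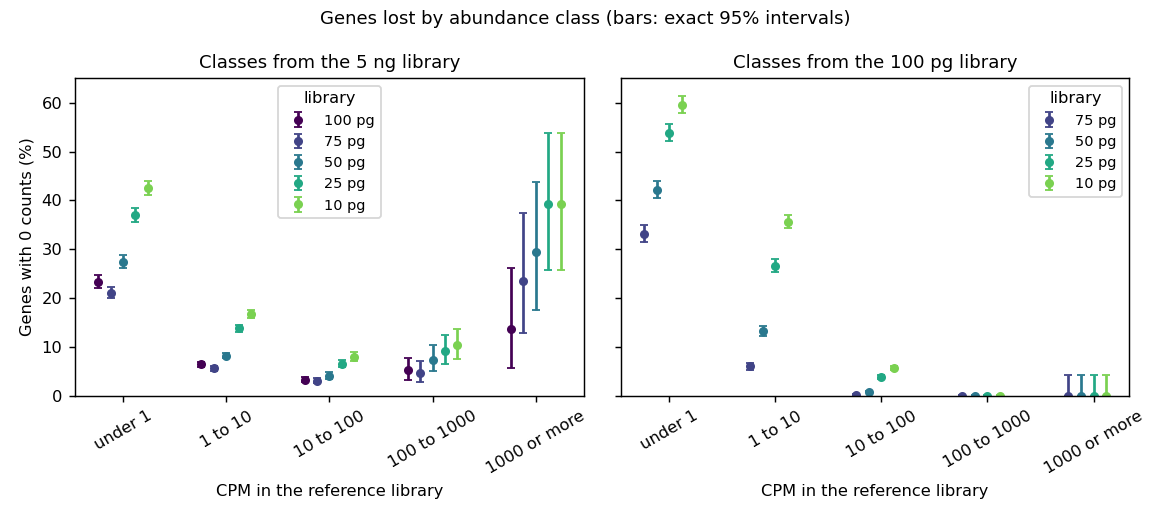
Percentage of genes with 0 counts in each smaller amount, within classes of CPM in the 5 ng library (left) and in the 100 pg library (right), with exact 95% intervals as bars. In the class of 1000 CPM or more, 39.2% of the genes have 0 counts at 10 pg on the left and 0% on the right.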

Normalized count distribution is presented in Fig. 3. 

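Over the 33602 gene models, those without reads included, the median of log2(normalized count + 1) was 2.34 at 5 ng, 3.49 at 100 pg, 4.46 at 75 pg, 1.81 at 50 pg, 0.93 at 25 pg and 0 at 10 pg. The upper quartile lay between 8.65 at 5 ng and 8.89 at 100 pg. Among the 12755 genes detected in every library the order differed, with medians of 9.35 at 100 pg, 9.39 at 25 pg and 9.43 at 10 pg, and a lower quartile of 6.56 at 10 pg against 8.22 at 100 pg. The TMM factors were 0.306 at 5 ng and between 1.07 and 1.41 in the other libraries.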

Median of the gene expression level seems to be lower for samples with a dilution of 10 and 25 pg. Moreover, the first axis of the Principal Component Analysis (PCA) made from the normalized counts states a clear separation of 10 pg sample from the others and the second axis a clear separation of 25 pg sample from the others. Both axes explain more than 50% of the variability (Additional file 1: Fig. S1). This discrepancy between 10 and 25 pg samples and the others is also observed on the dendrogram cluster graph (Additional file 2: Fig. S2). 

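On TMM-normalized counts without a date correction, the 5 ng library lay apart on the first axis, at 429, with the other 5 libraries between -190 and -25.5. On the second axis the 10 pg library lay at 303, the 25 pg library at -12.6, and the 100, 75 and 50 pg libraries at -138, -129 and -119. With the 5 ng library left out, the 10 pg library lay at 339 on the first axis and the 25 pg library at 285 on the second, while the 100, 75 and 50 pg libraries lay between -134 and -107 on the first axis.

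**Figure D3:**
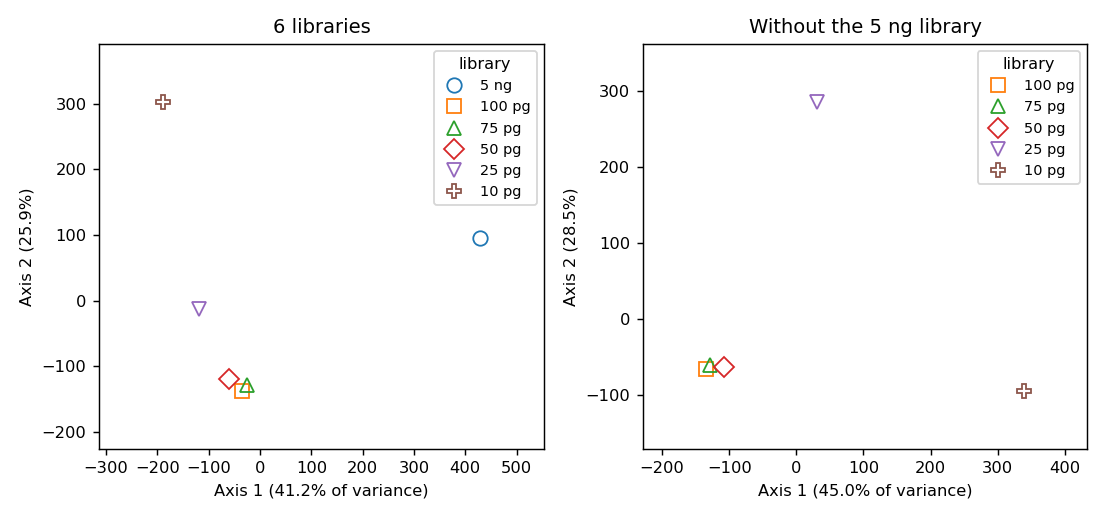
Positions of the libraries on the first and second axes of the principal component analysis of log2(TMM-normalized count + 1), with 6 libraries (left) and without the 5 ng library (right), 1 symbol per library. The 5 ng library lies at 429 on the first axis on the left, and the 10 pg library at 339 on the right.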

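Over the 22904 genes with at least 1 count in at least 1 library, the first axis held 41.2% of the variance and the second 25.9%. Without the 5 ng library the shares were 45% and 28.5%, over 21927 genes.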

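On moderated log2 CPM with Euclidean distances and the Ward criterion, the 5 ng library joined the dendrogram last, at a height of 621, and the 10 pg library before it, at 503. The distance between the 100 and 75 pg libraries, 242, was the smallest of the 15 pairs, and that between the 5 ng and 10 pg libraries, 604, was the largest. The 25 pg library lay 362 from the 75 pg library and 448 from the 10 pg library. Without the 5 ng library, the 10 pg library joined last, at 510, and the 25 pg library before it, at 420.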

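Transcripts of seed reserves dominated the 5 ng library, and the lists of photosynthesis and cell cycle genes had larger CPM sums in the 5 smaller amounts. Sums are given without TMM factors, so the reserve transcripts lower the other sums at 5 ng. The 9 seed storage protein genes summed to 591590 CPM at 5 ng and to between 1.2 and 17.5 CPM in the other libraries, with CRC (AT4G28520), a cruciferin on chromosome 4 of TAIR10.1 from 14087556 to 14089796, at 102382 CPM at 5 ng and 11.8 CPM at 100 pg. The 5 oleosin genes, whose proteins coat oil bodies, summed to 86081 CPM at 5 ng and to between 862 and 986 CPM in the others, and OLEO1 (AT4G25140) had 36915 CPM at 5 ng and 22.2 CPM at 100 pg. The 33 photosynthesis genes summed to 3004 CPM at 5 ng and to between 22385 and 25539 CPM in the others, and LHCB1.3 (AT1G29930), a chlorophyll-binding protein, had 164 CPM at 5 ng and 5182 CPM at 100 pg, or 536 and 3664 with TMM factors. With TMM factors 28 of these genes were higher at 100 pg and 5 lower, among them RBCS1A (AT1G67090), whose rise from 1925 to 5541 CPM turns into a fall from 6296 to 3917. The 9 cell cycle genes summed to 10.1 CPM at 5 ng and to between 765 and 1086 CPM in the others, and CYCD3;1 (AT4G34160), a D-type cyclin, had 1.86 CPM at 5 ng and 154 CPM at 100 pg, or 6.08 and 109 with TMM factors. Relative to 5 ng, the median log2 ratio at 100 pg with a pseudocount of 1 CPM was -15.83 for the storage protein genes and -10.23 for the oleosin genes, both at percentile 0 of 10000 random lists matched on mean expression, and 2.13 and 5.00 for the photosynthesis and cell cycle genes, both at percentile 100. With counts under 3 set to the floor of 3 counts per library and no pseudocount, the medians were -18.83, -10.26, 2.14 and 6.95. The median over all detected genes was 0.03, or 1.31 without TMM factors. Across genes, which are not independent replicates, Spearman's correlation coefficient on counts without a date correction was 0.778 between 5 ng and 100 pg, 0.789 with 75 pg, 0.77 with 50 pg, 0.743 with 25 pg and 0.723 with 10 pg. Between the other 5 libraries it ran from 0.862 to 0.935, the latter between 100 and 75 pg.

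**Figure D4:**
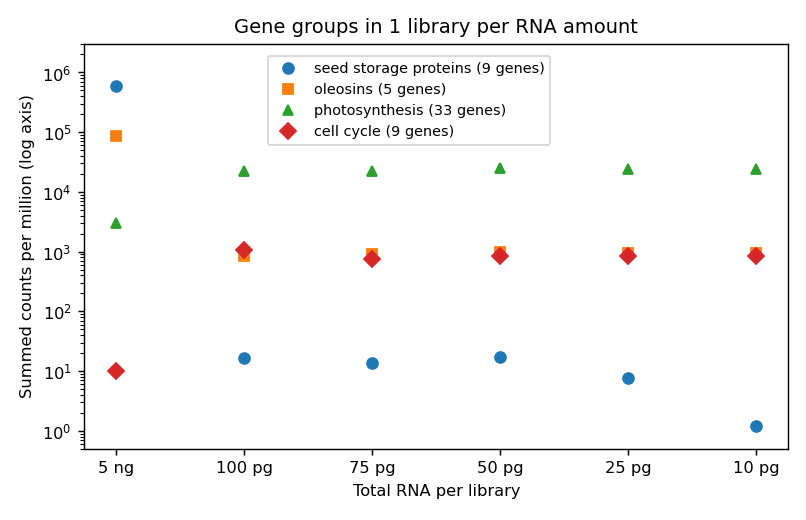
Summed CPM on a log axis of 4 groups of genes in each of the 6 libraries, 1 library per RNA amount. The storage protein genes lie at 591590 CPM at 5 ng and at 16.9 CPM at 100 pg.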

A scatter-plot matrix showed a correlation between samples increasing with the RNA quantity from 10 pg to 5 ng, and always greater than 0.83 from 5 ng (Fig. 4).

**Table 1:** Read mapping and gene detection statistics based on starting RNA quantity

RNA template	5 ng	100 pg	75 pg	50 pg	25 pg	10 pg
Librairy size (million)	53.341628	38.317268	25.174298	31.510988	32.682558	29.791112
Mapped reads (million) (percentage)	51.127950 (96%)	30.780261 (81%)	22.402608 (89%)	28.652941 (91%)	29.123427 (89%)	26.701774 (90%)
Detected genes (level 0)	17446	19266	19539	18485	16829	15936
Common reads with 5 ng reference sample (percentage)		15704 (90%)	15880 (98.8%)	15317 (87.8%)	14312 (85%)	13748 (86.3%)

Both first lines are the number of sequenced PE reads in million(s), and number of PE reads kept after mapping and gene association. Detected genes are the number of genes with a1 PE or more. The last line is the number of genes in common between 17446 genes detected with 5 ng compared to the other samples. The raw counts are already rid of rRNA reads, 3–6% have been removed for each sample

**Fig. 3:**
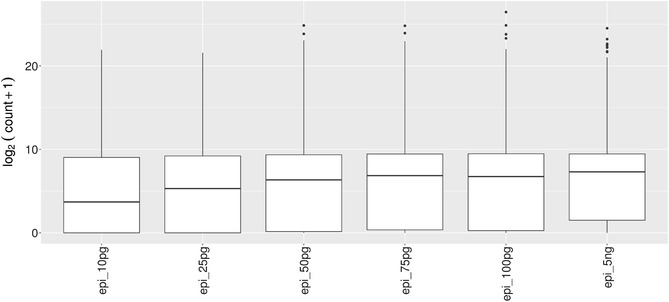
Boxplot of normalized counts after Log2 + 1 transformation, for the 6 samples of the pilot experiment (RNA quantity from 5 ng to 10 pg)

**Fig. 4:**
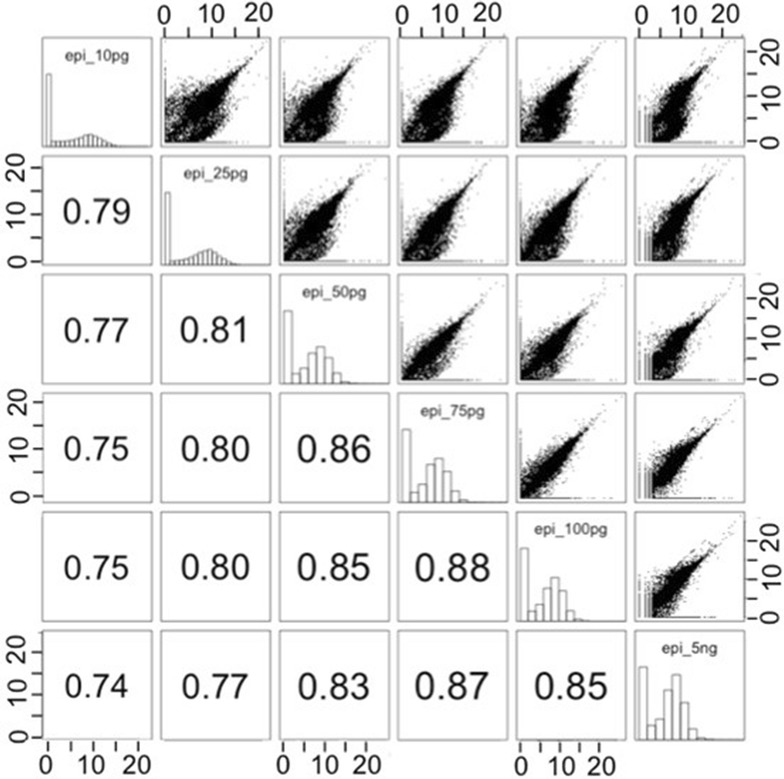
Scatter-plot matrix of the normalized counts after Log2 + 1 transformation for the 6 samples of the pilot experiment (RNA quantity from 5 ng to 10 pg). The scatter-plot matrix shows histograms of the variables in the diagonal. Each cell on the bottom of the diagonal contains Spearman’s correlation coefficient between the pair of variables indicated in the diagonal. Each cell on the top of the diagonal corresponds to the plot of the pair of variables indicated in the diagonal

We then performed a microdissection experiment using a 100 pg RNA template and 4 biological replicates, with the aim to identify differentially expressed genes of epidermis versus mesophyll cells. Here, we used cotyledons at the torpedo stage of embryo development (see Methods section). To assess data quality, we performed a principal component analysis (Additional file 3: Fig. S3). The latter clearly showed no replicate bias and the two first axes, which represent 41.46% of the explained variance discriminate the two types of tissue. It is to be noted that epidermis samples are much more variable than mesophyll samples that may reflect a contamination by endosperm-specific expressed genes during the dissection process.

The analysis of differential gene expression based on four biological replicates allowed to characterize 870 Differentially Expressed Genes (DEGs) with an adjusted *p* value < 0.05 (Table 2). We compared this number with respect to the number of biological replicates used. As expected, the results showed that the overall number of DEGs increased with the number of biological replicates. The significant log ratio beyond which a gene is declared differentially expressed did not change: an average of 0.65 for 2 replicates and 0.75 with 3 replicates, whereas a significant log-ratio of 0.6 was obtained with the 4 replicates (Table 2). Thus, in this experiment, increasing the number of biological replicates did not reduce the detected differential expression between two conditions, but increased the completeness of the information.

**Table 2:** Number of differentially expressed genes detected based on number of biological replicates

	Number of repeats		
	2	3	4
Log ratio for DE genes	0.65	0.75	0.65
Number of DE genes	752	803	870

Top—comparison of gene expression levels needed (log ratio) to validate a differential expression (DE) according to number of repeats with 0.1 ng total microdissected input RNA. Bottom—number of genes differentially expressed according to organs and repeats

To validate the approach and confirm the biological significance of the DEGs identified, we selected two different metabolic pathways known to take place more specifically in the epidermal cells, wax and flavonoid synthesis, and checked the expression of the genes involved in our data. RNA-Seq analysis revealed a specific subset of fatty acid biosynthetic genes, whose expression is higher in the epidermal cell layers than in mesophyll cells (Fig. 5). One of the main physiological functions of the epidermis is to produce a protective hydrophobic barrier made of epicuticular waxes and cutin. It involves the synthesis of alkanes, alcohols aldehydes, free fatty acids, and wax esters that are all derived from long and very long chain acyl-CoA, elongated in the Endoplasmic Reticulum [29]. The list of genes detected is indicated in the Fig. 5 and as well as those strongly expressed in the epidermis identified by a red dot. A limited subset of 27 genes was found differentially expressed in embryo epidermis. Interestingly, these genes were mostly found either upstream or downstream of the wax and cutin biosynthetic pathways. Thirteen genes were involved in acylCoA synthesis (*ACCase*, *LACS* and elongase), and ten were associated with transport/export of wax and cutin constituents of the extracellular space.

**Fig. 5:**
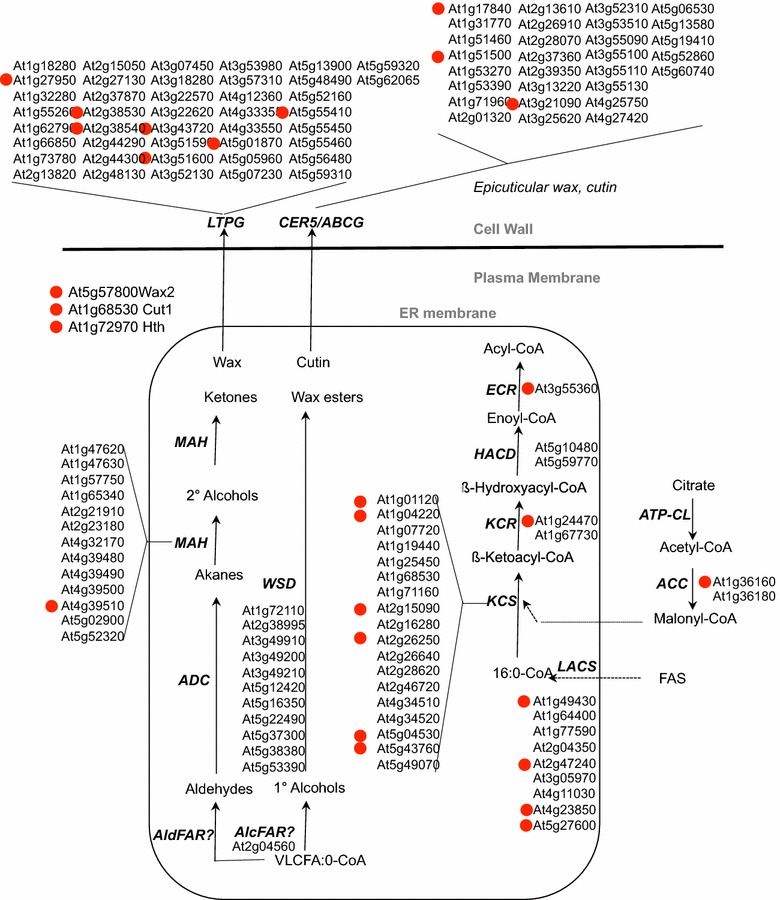
Genes involved in VLCFA and WAXES are up regulated in the epidermis. Schematic representation of the very long chain fatty acid and waxes biosynthetic pathway. Adapted from http://aralip.plantbiology.msu.edu/pathways/fatty_acid_elongation_wax_biosynthesis. The red dots highlight the differentially expressed genes

We then checked the expression of known flavonoid genes. This pathway is usually presented with a common part made of the “early biosynthetic genes” (EBGs) that leads to flavonoid precursors (i.e. dihydroflavonols) and more specific branches made of the late biosynthetic genes (LBG) involved in the synthesis of specific flavonoids (e.g. anthocyanins or tannins) [21]. The analysis showed that most of the EBGs are DEGs in the epidermis compared to the mesophyll (Fig. 6) that is fully consistent with epidermal biosynthesis of flavonoids. Interestingly, flavonoids transcriptional regulators *ENHANCER OF GLABRA 3* (*EGL3*, At1g63650) and *MYB111* (At5g49330), involved in anthocyanins and flavonols biosynthesis, respectively [43], were also shown to be differentially accumulated in the epidermis.

**Fig. 6:**
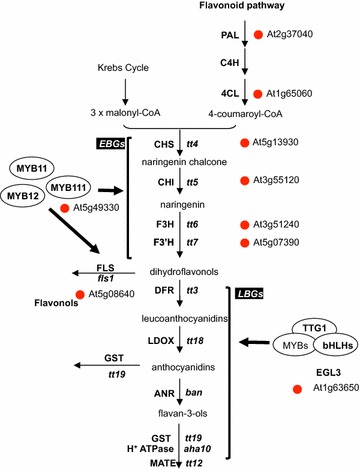
Genes involved in phenylpropanoids pathway are up regulated in the epidermis. Schematic representation of the phenylpropanoids pathway. Adapted from [43], New phytol, 202:132:144. EBG: early biosynthetic genes. LBG: late biosynthetic genes. The red dots highlight the differentially expressed genes

To go further in the transcriptional regulations occurring specifically in the epidermis, we focused on the transcription factors (TF) that are differentially expressed with a log ratio > 1 in the epidermis when compared to the mesophyll cell (Table 3). From the 870 DEGs genes, 571 had a log ratio > 1 and from these 571, 43 (9.49%) were transcription factors, preferentially expressed in epidermal tissues, that is slightly higher than the normal occurrence of TF in Arabidopsis genome (5.6% - [9], and 33 have been found in embryo (http://bar.utoronto.ca/efp2/Arabidopsis/Arabidopsis_eFPBrowser2.html) and, according to literature, 9 more specifically in epidermis (Table 3). The log ratios of TF DEGs with a log ratio > 1, ranges from 1.08 for *FUS3* to > 10 for *MYB56* with 7 TF showing a log ratio above 5.

**Table 3:** Transcription factors differentially expressed in the epidermis in the developing embryo. TAF from http://datf.cbi.pku.edu.cn/download.php

AGI	Name		LogDiff Epidermis/mesophyll	Expressed in the embryo	Localisation	References
At5g17800	AtMYB56	myb domain protein 56	> 10	Yes		
AT3G15510	ATNAC2	NAC domain containing protein 2	9.70	Yes		
AT5G45980	WOX8	WUSCHEL-related homeobox 8	9.09	Yes		
AT4g31680		Transcriptional factor B3 family protein	6.5	Yes		
AT2G20825	ULT2	ULTRAPETALA 2	5.23			
AT1G49770		bHLH	5.08			
AT3G27785	MYB118	myb domain protein 118	5.03	Yes		
AT2G38470	#N/A		4.97		Epidermis	Suh et al. [39]
AT1G27730	STZ	SALT TOLERANCE ZINC FINGER	4.71			
AT4G25490	CBF1	C-REPEAT/DRE BINDING FACTOR 1	4.58	Yes		
AT5G62470	MYB96	myb domain protein 96	4.43	Yes		
AT3G61250	AtMYB17	myb domain protein 17	4.23	Yes		
AT5G47230	ERF5	ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR 5	4.15			
AT5G59820	RHL41	RESPONSIVE TO HIGH LIGHT 41	3.95			
AT1G65620	AS2	ASYMMETRIC LEAVES 2	3.83	Yes		
AT5G18270	ANAC087		3.81	Yes		
AT3G47600	MYB94	myb domain protein 94	3.71	Yes		
AT5G46880	HB-7	homeobox-7	3.65	Yes	Epidermis	Nakamura et al. [25]
AT2G27050	EIL1	ETHYLENE-INSENSITIVE3-LIKE 1	3.54	Yes		
AT5G49330	AtMYB111	myb domain protein 111	3.23			
AT2G36890	ATMYB38	myb domain protein 38	3.11	Yes		
AT4G38620	MYB4	myb domain protein 4	3.06	Yes		
AT4G04890	PDF2	PROTODERMAL FACTOR2	3.03	Yes	Epidermis	Abe et al. [1]
AT4G21750	ATML1	MERISTEM LAYER 1	2.86	Yes	Epidermis	Sessions et al. [34]
AT5G14750	WER	WEREWOLF 1	2.78	Yes	Epidermis	Ryu et al. [31]
AT1G32640	ATMYC2	JASMONATE INSENSITIVE 1	2.67			
AT3G62610	AtMYB11	myb domain protein 11	2.64	Yes		Stracke et al. 2007
AT1G63650	EGL3	ENHANCER OF GLABRA3	2.51	Yes	Epidermis	Bernhardt et al. [6]
AT3G52910	AtGRF4	GROWTH-REGULATING FACTOR 4	2.37	Yes		
AT4G01250	WRKY22	WRKY DNA-binding protein 22	2.34	Yes		
AT1G21970	LEC1	LEAFY COTYLEDON 1	2.31	Yes	Epidermis	Lotan et al. [22]
AT4G16780	ATHB-2	Homeobox-leucine zipper protein HAT4	2.29			
AT4G25470	CBF2	FREEZING TOLERANCE QTL 4	2.18			
AT1G14687	ATHB32		2.14	Yes		
AT3G16770	ATEBP/RAP2.3		2.09	Yes		
AT2G45190	AFO	ABNORMAL FLORAL ORGANS	1.99	Yes		
AT4G24240	WRKY7		1.88	Yes		
AT4G31550	WRKY11		1.51	Yes		
AT1G14440	ATHB31		1.46	Yes		
AT3G01460	#N/A		1.40	Yes		
AT4G36930	SPT	SPATULA	1.18	Yes		
AT2G34710	PHB	PHABULOSA	1.17	Yes		
AT3G26790	FUS3	FUSCA 3	1.08	Yes	Epidermis	Tsuchiya et al. [42]
AT3G62670	ARR20	ARABIDOPSIS RESPONSE REGULATOR	0.86	Yes		

## Discussion

In this paper we have undertaken a microdissection followed by RNA-Seq in developing Arabidopsis embryos. We showed that robust and comprehensive RNA-Seq experiment can be performed starting with very small amount of starting material and optimized microdissection time. Embedded sections usually produce lower quality RNA than fresh tissue. However, the quality of the section remains much higher in embedded tissues compared to cryo-sections, which shrivel quickly at room temperature under the LAM. A key advantage of embedded sections is to reduce damages to organ structure before and during micro-dissection. Thus, the combination of LAM and RNA-seq provide new powerful approach for investigating the transcriptome of specific tissues or cell types. 

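The library of 10 pg held transcripts of most regulators of embryo development. Of 10 such genes, 9 were detected at 10 pg, as at 100 pg. FUS3 (AT3G26790) and LEC1 (AT1G21970), regulators of seed maturation, had 151 and 15.5 CPM at 10 pg against 128 and 40.6 CPM at 100 pg, while BBM (AT5G17430), an AP2 transcription factor, had 5.03 CPM at 5 ng and 0 counts at 100 and 10 pg. ATML1 (AT4G21750), a homeodomain regulator of epidermal identity, had 229 CPM at 10 pg and 301.5 CPM at 100 pg, a difference that is gone with TMM factors (214 and 213). With these factors it had 86.9, 118 and 74 at 75, 50 and 25 pg, so single libraries scatter widely. Among the 17 genes of the epidermis list, 15 were detected at 10 pg and 16 at 100 pg.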

First, based on mapped reads and detected genes, we concluded that a low amount of total RNA (i.e. 10 pg), is sufficient to generate libraries and produce RNA-seq data. The number of genes detected was comprised between 15936 and 17446, which is fully comparable with embryo data obtained in previous studies based on microarrays technologies [7, 37]. 

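At 10 pg, 3374 of the detected genes had 1 to 9 read pairs, against 1846 at 5 ng. With a minimum of 2 read pairs the numbers were 14902 at 10 pg and 16937 at 5 ng, and with a minimum of 5 read pairs 13445 and 16246.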

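Some genes with many reads in each smaller amount had none at 5 ng. XYL1 (AT1G68560), an α-xylosidase that acts on xyloglucan, lies on chromosome 1 of TAIR10.1 from 25734060 to 25738134 and had 848 CPM at 100 pg and 0 counts at 5 ng, which allow up to 0.0587 CPM, so that with TMM factors it was at least 3125-fold higher at 100 pg in these libraries. GASA4 (AT5G15230), a gibberellin-regulated gene, had 459 CPM at 100 pg and 722 CPM at 10 pg, and GSTF6 (AT1G02930), a glutathione transferase, had 264 and 318 CPM, both with 0 counts at 5 ng. In all, 257 genes had 0 counts at 5 ng and at least 10 CPM in each of the other 5 libraries. The 10 most abundant genes of the 5 ng library, among them SESA4 (AT4G27170) with 60104 CPM and OLEO2 (AT5G40420) with 22432 CPM, held 65.8% of its counts. In the other libraries the 10 most abundant genes held between 6.005% and 9.75%, or between 4.05% and 4.57% without the genes with an A or T run of at least 30 bases, a setting chosen after seeing the data. With a minimum of 10 read pairs, 15600 genes were detected at 5 ng, 17534 at 75 pg and 16127 at 50 pg.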

Surprisingly, the number of genes detected in the 5 ng sample is lower than expected when compared to other samples (i.e. 100–50 pg), nevertheless we can observe a decrease of the number of genes detected according to the RNA quantity. The overlap between the genes detected in the reference sample (5 ng) and the other samples was good (≥ 90% with 75 and 100 pg), regardless of the variations of the library size. 

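The genes of the 5 ng library that were not seen at 100 pg included TT10 (AT5G48100), a laccase of the seed coat, with 42.7 CPM at 5 ng, and HSFA2 (AT2G26150), a heat shock transcription factor, with 30.1 CPM, both with 0 counts in the other 5 libraries. When every library was thinned to the same total, 16994 genes were expected at 5 ng, of which 90.14% were shared with 100 pg, 91.6% with 75 pg, 87.9% with 50 pg, 82.1% with 25 pg and 79.05% with 10 pg.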

Based on these results and PCA/distribution profiles, we therefore recommend a minimum of 50 pg of total RNA to perform a comprehensive analysis of the expressed genome. 

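Measured against the 100 pg library, which shares the sequencing date of the smaller amounts, genes of moderate abundance were nearly all kept at 50 pg and were lost more often at 25 and 10 pg. PTAC3 (AT3G04260), a protein of the plastid transcription machinery, is more abundant and was not lost, but had 125 CPM at 100 pg, 49.6 CPM at 50 pg, 6.25 CPM at 25 pg and 2.73 CPM at 10 pg. DREB2A (AT5G05410), a transcription factor of the drought response, and TMO5 (AT3G25710), a regulator of vascular development, had 5.165 and 28.2 CPM at 50 pg and 0 counts at 25 and 10 pg. With TMM factors DREB2A had already gone from 37.2 at 100 pg to 3.87 at 75 pg, while TMO5 went from 7.17 to 9.85. Of the 9986 genes with 10 to 100 CPM at 100 pg, 0.851% (0.6805 to 1.05) had 0 counts at 50 pg, 3.845% (3.48 to 4.24) at 25 pg and 5.65% (5.20 to 6.12) at 10 pg, with exact 95% intervals. Of the 4406 genes with 1 to 10 CPM, 13.25% (12.3 to 14.3) had 0 counts at 50 pg, 26.7% (25.4 to 28.0) at 25 pg and 35.7% (34.3 to 37.1) at 10 pg. None of the 1684 genes with 100 to 1000 CPM had 0 counts in any smaller amount, which allows a share of up to 0.219%. From the detected genes, their overlap with the 5 ng sample, the distribution of the counts and the principal component analysis, the paper recommends a minimum of 50 pg of total RNA.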

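Among genes with at least 100 CPM in either library, those lowest at 10 pg relative to 100 pg included DRB3 (AT3G26932), a double-stranded RNA binding protein, with 149 CPM at 100 pg and 0.7115 CPM at 10 pg, COP9 (AT4G14110), a subunit of the COP9 signalosome, with 101 and 0.786 CPM in the same libraries, and MFP2 (AT3G06860), an enzyme of peroxisomal β-oxidation, with 105 and 1.2 CPM. Those highest at 10 pg in this comparison included TOR (AT1G50030), a kinase of growth control, with 7.93 CPM at 100 pg and 141.5 CPM at 10 pg, and PNC2 (AT5G27520), a peroxisomal carrier of adenine nucleotides, with 10.2 and 132 CPM. These genes are the extremes of the comparison, and their differences between single libraries have no replicate check. The slope of abundance on log2 of the RNA amount was tested over the 5 libraries from 10 to 100 pg in 17366 genes with edgeR's quasi-likelihood test. At an adjusted p of 0.05 it called 0 genes, with 2388 genes at an unadjusted p under 0.05, and DESeq2 called 1791. The 2388 genes are more than 5% of those tested. That share is expected with no trend only if genes vary independently, and a deviation of a single library can move many genes together. The unadjusted number was not compared with other orders of the amounts, so no trend is read from this excess. In counts simulated for these libraries, the edgeR test called 55 of 96 genes with a log2 slope of 2 per doubling of the RNA amount and 19 of 93 with a slope of 1. With a slope of 1, abundance changes by the same factor as the RNA amount. A result of 0 genes thus does not show that no gene has a trend.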

Lower quantity of total RNA (up to 10 pg) can be used to raise libraries and sequence successfully, essentially in order to check for the presence of a given gene, but is not fully quantitative. Last, as expected, increasing the number of biological repeats positively impacted the number of DEGs detected (e.g. an additional repeat increases by around 10% the number of DEG detected).

Dissecting the epidermis for RNA-seq profiling at the torpedo stage of embryo development was a real challenge to tackle with Arabidopsis. Thus, we evaluated the approach on two well-known primary and secondary metabolic pathways, namely wax and flavonoids, both occuring preferentially in epidermal cells. Only 4 differentially genes that are supposed to be directly involved in wax and cutin biosynthesis were found: one *MAH*-*like* (At4g39150), *WAX2* (At5g57800), *CUT1* (At1g68530) and *HOTHEAD* (At1g72970). The well-characterized genes involved in epicuticular waxes and cutin like *CER1*, *CER3* or *CER4* are however not found in the dissected RNA dataset. It has to be noted that the precise biochemical functions of these 4 genes are still unknown. On the contrary, the function of acyl-CoA biosynthetic is better characterized. As expected, *ACC1* gene, which is involved in malonyl-CoA synthesis was found to be preferentially expressed in epidermal cells that is consistent with previous data [18]. Acyl-CoA is associated with epicuticular wax synthesis in developing stems [39]. Several of them were found to have also a differentially enhanced expression in the embryo epidermis. For instance, out of the 21 KCS genes coding the first enzyme of the acyl-CoA elongation complex), eleven showed an induced expression in stem epidermis, among which six were also induced in embryo epidermis [39]. Two out of the three remaining genes of the elongase complex, *KCR* and *ECR* were also found to be induced in the embryo epidermis. The remaining member HACD coded by *PASTICCINO* gene was strongly expressed in seedling epidermis and was found as the most-differentially expressed gene in the apical part of the globular embryo [8, 26]. Other epicuticular waxes and cutin genes like *CER1*, *CER3* or *CER4* were not isolated, suggesting that they are either not differentially expressed between the two tissues studied or expressed at low levels, below the detection threshold of the methods used. In conclusion, the embryo epidermis showed specific expression of fatty acid genes involved in the epicuticular waxes and cutin biosynthesis leading most probably to an increase in acyl-CoA elongation and in wax or cutin export.

For the flavonoid pathway, most of the EBGs involved in the biosynthesis of flavonoid precursors (i.e. dihydroflavonols) were found to be preferentially expressed in the epidermal cells. This is fully consistent with the simultaneous characterization of *MYB111*, which is involved in the regulation of these *EBG*s [38] and *ENHANCER OF GLABRA 3* (*EGL3*, At1g63650) acting both as a regulator of epidermal cell fate (see below) and flavonoid biosynthesis [43]. Moreover, this is also consistent with the usual epidermal localization of flavonoids, which can participate to the cuticle layer, providing some protective barrier against biotic or abiotic stresses [23, 24].

Last, we focused on DE transcription factors (TF). Among the most differentially expressed genes in the epidermal cells compared to the mesophyll cell, we identified *PROTODERMAL FACTOR 2* (*PDF2*) and *ARABIDOPSIS THALIANA MERISTEM LAYER 1* (*AtML1*), two homologous HD-Zip expressed in epidermal cells [1, 27, 32], as well as *WEREWOLF* (*WER*) and *EGL3* that interact to control epidermal cell fate in root [33, 36]. Our results are fully consistent with the epidermal localisation and function of these TF and again, validate the approach. It has to be noticed that *MYB118* was identified as DE expressed with a high log ratio (> 5, Table 3). This transcription factor was functionally analysed and mRNA accumulation as well as promoter analysis showed that its expression is restricted to the endosperm [3]. This clearly suggests a probable contamination of the epidermis by endosperm tissues, probably when the microdissection itself was performed, a little bit outside the epidermis to protect the tissue. Thus the data we provide here are not strictly epidermis specific but represent an epidermis-enriched fraction of the genes expressed during embryogenesis. We could have narrow the dissection beam to the epidermis’s cell wall but would probably have decreased the quality of the mRNA during the process. Nevertheless, our results also provide new putative epidermal-specific or preferentially-expressed TFs (Table 3). They pave the way for new functional analyses of these interesting candidates for the regulation of epidermal cell differentiation and metabolic pathways. Many other factors have been identified as DE without preliminary data about their possible localisation, some of them being highly expressed in the epidermis, suggesting major roles in the specificity or in the differentiation of the epidermis in the growing embryo. It is to be noticed that, for many of the TF, the count number was relatively high in both cell layers, suggesting a difference of expression but no cell specificity. For some TF the count number was very low, or even not detected at all, outside the epidermis, suggesting these genes are not only DE in the epidermis compared to mesophyll, but specific for the epidermis. To go further in the characterization of these DE genes, it would be also very interesting to study the promoter sequences of all these epidermal specific or preferentially expressed genes in order to characterize putative conserved epidermis specific cis-elements and then isolate new regulatory genes and build the regulatory networks involved. More broadly, identifying co-expressed genes in specific tissues or cell layers will allow a much more detailed analysis of these regulatory networks.

## Conclusion

We have set up a robust protocol for RNA seq analysis of ultra low quantity of template RNA obtained after laser-assisted-microdissection. 

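Below 50 pg, 13649 genes reached 1 CPM at 25 pg and 11710 at 10 pg, compared with 15435 at 50 pg. RBCS1A (AT1G67090), a small subunit of Rubisco, had 8284 CPM at 50 pg, 7870 CPM at 25 pg and 8127 CPM at 10 pg, or 6239, 6544 and 7581 with TMM factors, which move 50 pg from the highest to the lowest of these amounts. CHS (AT5G13930), the chalcone synthase of flavonoid synthesis, had 816.5, 799 and 606 CPM, or 615, 665 and 565.5 with TMM factors, which put 25 pg above 50 pg.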

We have shown that the protocol is still working below 50 pg of total RNA despite lower number of detected genes. This could be useful for some applications necessarily requiring a very small amount of starting material although not fully quantitative. We have successfully applied this method to the analysis of the epidermis in developing embryos, allowing detection of many differentially expressed transcription factors in this cell layer. This analysis will help for very precise transcriptomic analysis of specific tissues that could be of great use for a better understanding of gene regulation in specific organ or cell types.

## Additional files

**Additional file 1: Fig. S1.** Principal Components Analysis (PCA) on normalized counts of the samples of the pilot experiment (RNA quantity from 5 ng to 10 pg). First and second components are shown, along with the percentage of variance explained.

**Additional file 2: Fig. S2.** Sample clustering based on normalized counts of the 6 samples of the pilot experiment (RNA quantity from 5 ng to 10 pg) after a transformation of the counted reads data as moderated log-counts-per-million. A Euclidean distance is computed between samples, and the dendrogram is built upon the Ward criterion.

**Additional file 3: Fig. S3.** Principal Components Analysis (PCA) on normalized counts of the comparison between Epidermis vs Mesophyll tissues. First and second components are shown, along the percentage of the variance explained.

How the deposited data were processed for this re-analysis (not part of the article)

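Read pairs per gene were analysed in 6 libraries of total RNA, which the paper describes as from whole cotyledons of Arabidopsis embryos and the labels as from seed, 1 for each of 5 ng, 100 pg, 75 pg, 50 pg, 25 pg and 10 pg. The authors trimmed the reads, removed ribosomal sequences, aligned the rest to the representative TAIR10 gene models with Bowtie2 in local mode and deposited raw counts of pairs of which both reads mapped unambiguously to 1 gene, with the count of single reads beside it. TopHat2, which the submitters' processing notes also name, is not named for these libraries in the paper. The pair counts sum in each library to the total given with them, between 22403342 and 51130296. The count of single reads was used only to check genes with long runs of A or T. Libraries of epidermis and mesophyll were not analysed here, so the conclusions drawn from them carry no values.

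A gene was called detected with at least 1 read pair, as in the paper. CPM and TMM factors were computed from the pair counts with edgeR 4.0.16 in R 4.3.3, and the log2 values are of the normalized count plus 1. DESeq2 1.42.0 served for alternatives, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 for the tables and plots. Shares were given exact Clopper-Pearson 95% intervals, which treat genes as independent. A count of 0 was given the limit that 3 counts allow, per library. Thinned numbers are expected values of the hypergeometric distribution. The date effect that the paper removed was not repeated.

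Since each amount has 1 library, no amount was tested against another. The slope on log2 of the RNA amount over the 5 libraries from 10 to 100 pg was tested with edgeR's quasi-likelihood test, 3 residual degrees of freedom and Benjamini-Hochberg adjusted p-values under 0.05, which measure only how single libraries scatter around the slope. Before the data were examined, 60 orders of the amounts had been planned for comparison, each counted with its mirror. Since the log2 amounts are unevenly spaced, there are 120 distinct orders, of which 100 were drawn with the real one included. On simulated data in which 200 genes had been given known slopes, the median estimates were 0.98 and 1.93 for slopes of 1 and 2, and 2 of 16654 unchanged genes were called. The list percentile was checked on random normal values, independent between genes, not on simulated counts. There a list of 20 genes lay at percentile 71.15 unshifted and at 100 when shifted by 1. Such values differ from the ratios of these libraries, so this does not show what shift the lists could detect. In a further check, a ratio of molecule numbers of 2.5 was fitted as 2.62.

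The gene lists, all but 1 of the alternatives, the test designs and the rule for named genes were fixed before the data were examined. That alternative, without genes with long runs of A or T, the tests on these runs and on storage protein transcripts, the measures for outlying libraries and the corrected fit of molecule numbers were chosen afterwards. The lists hold 296 entries for 271 genes: seed storage proteins, oleosins, late maturation, embryo regulators, fatty acid and oil synthesis, photosynthesis, wax and cutin, early and late flavonoid synthesis, epidermis, endosperm, seed coat, vascular tissue, shoot meristem, root, reference genes, cell cycle, stress and handling, the transcription factors of Table 3 and the genes named in the paper's text. Of the entries, 279 matched a symbol or synonym of their locus in the TAIR10.1 annotation, which holds 97.7% of the gene identifiers. The paper's values for genes it names had been seen when the lists were made. List ratios used TMM-normalized CPM with a pseudocount of 1, and their percentile was taken among 10000 random lists of the same size matched on mean expression. The genes named are those the paper names, for each list the 2 with the highest CPM at 5 ng and the 2 highest among those with 0 counts at 10 pg, the 10 with the highest CPM at 5 ng, the 10 with the highest CPM at 5 ng among those with 0 counts at 10 pg, likewise for 25 pg and for 50 pg separately, the 10 with the highest mean CPM in the other libraries among those with 0 counts at 5 ng, and the 5 with the largest and the 5 with the smallest ratio of 10 to 100 pg among genes with at least 100 CPM in either. Genes with a long run of A or T were chosen after their values were seen. The stomatal genes SPCH, EPF2 and FAMA are given beside MUTE outside these rules. Coordinates are those of TAIR10.1. The alternatives concerned the count minimum, the depth, the normalization, the genes and libraries included, the reference library and the tool.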

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

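The measures examined for outlying libraries, the tests on storage protein transcripts and on runs of A or T, and the corrected fit of molecule numbers were chosen after the results were seen; the tests on depth, on the most abundant genes, on genes with few read pairs, on the sequencing date for detected genes and the first formula for molecule sampling had been set before. Of 9 measures over the 6 libraries, 7 had a library farther from the others than Dixon's critical value for the gap over the range at 5%. Chance does this in about 1 of 20 groups, and 6 of the 7 concern the 5 ng library and are not independent of each other.

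The 5 ng library stood apart from the 5 smaller amounts with 591590 CPM in storage protein genes, 86081 CPM in oleosin genes, 3004 CPM in photosynthesis genes, 10.1 CPM in cell cycle genes and 65.8% of counts in its 10 most abundant genes. These sums are of CPM without TMM factors. Storage protein genes took 59.16% of the counts at 5 ng, which lowers every other sum and share there. The flags for photosynthesis, cell cycle and chloroplast genes were not repeated with TMM factors. Loss of transcripts at small amounts is argued against, since 100 pg held 0.00285% of the storage protein CPM of 5 ng. By contrast, 6.41% of the genes with 1 to 10 CPM at 5 ng were lost at 100 pg. With storage and oleosin genes left out, cell cycle genes at 5 ng lay at -4.78 on the log2 scale relative to all genes. This does not decide whether storage transcripts were added to the same RNA. The low cell cycle sum at 5 ng helped to prompt the test, and an effect of the date could move these genes too. A 5 ng library of other or older embryos, or of other seed parts, stays open. Here 3 of 3 lists (late maturation, oil synthesis and cell cycle) lay beyond 95% of random lists. They were picked after their values were seen, and the cell cycle sum is part of what prompted the test, so this decides nothing. The oil synthesis median changes sign without TMM factors, which shift all genes, while its percentile at 100 pg was 4.74 with them and 3.975 without. An explanation by other embryos or seed parts cannot be told apart from an effect of the sequencing date or run, because only the 5 ng library is of the first date. The highest storage protein sum at the second date was 0.00296% of that at 5 ng. The paper also reports that both runs of its 100 pg library correlated less well before a date correction. Its Spearman coefficient before correction was below the 0.723 to 0.789 of 5 ng with the others here over all gene models. That coefficient was above the 0.438 to 0.546 over genes detected in both libraries, and the paper does not state which genes it used. For the lower number of genes at 5 ng, genes with few read pairs are argued against by 527 or more additional genes at 50 to 100 pg with at least 10 read pairs. The date stays open beside the 257 genes with 0 counts at 5 ng and at least 10 CPM in every other library. That the 10 most abundant genes took 65.8% of the counts at 5 ng was not tested as a cause of this number. The minimum of 10 read pairs and the thinning to one total both leave that share in place. Such a share lowers all other genes by a common factor, and TMM factors were 0.306 at 5 ng, 1.35 at 75 pg and 1.41 at 100 pg. A factor of this size would leave read pairs for the 257 genes. With at least 5 read pairs, 18073 genes at 75 pg and 17509 at 100 pg exceeded the 17446 with at least 1 at 5 ng. These values argue against the share as the whole cause at 75 and 100 pg. At 50 pg, with 16586 genes, it stays open.

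Signal outside the genes the paper discusses came from 12 genes with a run of at least 30 A or T, which took 7.94% of the counts at 100 pg, between 3.57% and 8.115% over the smaller amounts, and 0.190% at 5 ng. The highest, AT5G18610 on chromosome 5 of TAIR10.1 from 6192327 to 6195753, has 37 T from 6195643 to 6195679, outside the coding sequence, and 32520 CPM at 100 pg. Ordinary transcripts as the source for most of these genes are argued against by a median ratio of single reads to read pairs, doubled, of 0.849, with 9 of 11 genes below the 1.01 to 1.09 of 273 abundant genes without such runs, but not for TPPI at 1.04, inside that range, or AT5G34851 at 1.11, above it. Whether reads of poly(A) tails were placed on the runs stays open, since their median of 2315 CPM, against at most 47 CPM in random lists of the same length, restates the abundance that drew attention to them, and TPPI had 36.4 CPM and LCR11 0. No biological explanation was tested.

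At 10 pg, 3374 genes had only 1 to 9 read pairs, more than in the other libraries, and fewer genes were detected at 10 and 25 pg than at 50 to 100 pg. Depth is argued against, since 2480 fewer genes were expected at 10 than at 50 pg after thinning to one total, and so are a few dominant genes, since the share of the 100 most abundant genes at 10 pg was 1.06 times that at 100 pg. The formula set beforehand for sampling of molecules gave 0.733, but it describes the share of genes kept and yields no number of molecules, so it decides nothing. With the formula corrected afterwards, the fitted molecules per CPM at 25 pg were 1.32 times those at 10 pg, which lies near the lower end of the range set for it and well under the 2.5 of the RNA amounts, and was 1.71 with a minimum of 10 read pairs, while 50 pg gave 2.81 and 75 pg 5.39 times. Sampling of few molecules may therefore account for part of the loss, and without a second library per amount a difference between single preparations stays open.

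Genes of the chloroplast genome took 0.107% of the counts at 5 ng, below the other libraries, a share that the storage transcripts at 5 ng also lower.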

How the results depend on the processing

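The setting without genes with long A or T runs was chosen after seeing the data, and the others before. Depth limits the values of genes with few read pairs, and the single library per amount limits all of them. Of 223 values under alternatives, 116 were classed as unchanged and 6 changed sign. Unchanged meant within the counting interval or within 1.5 times a count, but median list ratios in this class shifted by more. Without TMM factors that of the oleosins went from -10.23 to -8.03 and that of late maturation from -1.90 to -0.37. That of stress and handling went from 1.97 to 3.07 and that of late flavonoid synthesis from 0.88 to 2.06. These list ratios are therefore not shown to be stable. Every alternative number of detected genes stayed within 1.5 times, and the 5 ng library kept lower correlations with the others than the others had among themselves under each setting. No paired analysis was possible because each RNA amount has 1 library. Where no cause is given, the cause was not tested.

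The share of 5 ng genes detected moved to 89.3 at 100 pg, 86.4 at 50 pg, 80.4 at 25 pg and 76.6 at 10 pg with at least 2 read pairs, to 88.8 at 100 pg, 85.6 at 50 pg, 79.0 at 25 pg and 72.3 at 10 pg with at least 5, to 88.8 at 100 pg, 85.4 at 50 pg, 78.7 at 25 pg and 70.0 at 10 pg with at least 10, to 92.0 at 75 pg, 79.9 at 25 pg and 71.0 at 10 pg with at least 1 CPM, and to 91.6 at 75 pg after thinning. It was 81.5 at 100 pg, 81.3 at 75 pg, 82.9 at 50 pg, 85.0 at 25 pg and 86.3 at 10 pg as a percentage of the genes of the smaller amount, and 93.2 at 75 pg, 89.7 at 50 pg and 83.2 at 25 pg with 100 pg as reference. The median log2 count moved to 1.16 at 5 ng and 4.86 at 75 pg without TMM factors, 3.95 at 75 pg with DESeq2 size factors, 9.05 at 5 ng, 9.35 at 100 pg, 9.24 at 75 pg, 9.31 at 50 pg, 9.39 at 25 pg and 9.43 at 10 pg over genes detected in every library, and 7.49 at 5 ng, 7.94 at 100 pg, 7.84 at 75 pg, 7.78 at 50 pg, 7.35 at 25 pg and 5.36 at 10 pg over genes with a count in any library; fewer genes at 0 enter the last 2 settings. The highest correlation with 5 ng and the lowest among the others were 0.546 and 0.630 over genes detected in both libraries, 0.647 and 0.793 over genes with a count in any, 0.5 and 0.609 with at least 10 counts, and the lowest was 0.839 as Pearson's coefficient.

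Both principal axes held 60.6% with scaled genes, 67.7% with moderated log2 CPM, 69.7% with at least 1 CPM in 3 libraries and 73.5% without 5 ng, and without 5 ng the library joining the dendrogram last was that of 10 pg. The slope called 721 genes with all 6 libraries, 1791 with DESeq2 (1398 rising and 393 falling), and 0 under the other settings run, each library left out in turn included; without 25 pg, 4515 genes had an unadjusted p under 0.05. With the real number at 0, all 100 orders drawn gave at least as many and the highest other gave 0, so chance cannot be excluded and the comparison says nothing further. With classes taken from 100 pg, the percentage of genes lost was 33.2 at 75 pg, 42.2 at 50 pg, 53.9 at 25 pg and 59.7 at 10 pg under 1 CPM, 13.3 at 50 pg, 26.7 at 25 pg and 35.7 at 10 pg from 1 CPM, 0.160 at 75 pg, 0.851 at 50 pg, 3.85 at 25 pg and 5.65 at 10 pg from 10 CPM, and 0 from 100 and from 1000 CPM at 75, 50, 25 and 10 pg; thinning gave 24.7 at 100 pg under 1 CPM.

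Without TMM factors, which moved the median of all genes by more than 1 on the log2 scale, the median ratio of 100 pg to 5 ng changed sign for embryo regulators (from -0.40 to 1.68), fatty acid and oil synthesis (from -0.38 to 1.75), early flavonoid synthesis (from -0.75 to 1.41), vascular tissue (from -1.18 to 0.29), root (from -0.06 to 1.56) and reference genes (from -0.04 to 2.1). All genes shift with these factors, so no direction is read from the sign for these lists. Percentiles among random lists, with and without TMM factors, were 4.74 and 3.975 for fatty acid and oil synthesis and 4.415 and 5.775 for early flavonoid synthesis, low under both. They were 6.26 and 24.2 for vascular tissue and 25.5 and 76.0 for root. The median ratio moved to -13.84 for seed storage proteins, 4.30 for photosynthesis, 1.93 for wax and cutin, 3.24 for epidermis, 0.40 for seed coat and 3.41 for the transcription factors of Table 3. With at least 10 read pairs, the members detected at 10 pg went to 1 for seed storage proteins, 3 for endosperm, 2 for vascular tissue and 0 for shoot meristem. Over nuclear genes the 10 most abundant genes held 65.9 at 5 ng, 9.64 at 100 pg, 8.00 at 75 pg, 6.05 at 50 pg, 9.82 at 25 pg and 9.25 at 10 pg percent and the 100 most abundant 78.8 at 5 ng, 22.9 at 100 pg, 22.8 at 75 pg, 21.0 at 50 pg, 25.2 at 25 pg and 24.3 at 10 pg percent. Without the genes with long runs, the 10 most abundant held 65.9 at 5 ng, 4.42 at 100 pg, 4.05 at 75 pg, 4.22 at 50 pg, 4.52 at 25 pg and 4.57 at 10 pg percent.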

Differences from the paper's values

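All alternatives named here were set before the data were examined, but the tolerances for calling a value close to the paper's were set after the values were seen. The median log2(normalized count + 1) over all gene models was at 5 ng 2.34 (about 7.3 in Fig. 3), at 100 pg 3.49 (about 6.8 in Fig. 3), at 75 pg 4.46 (about 6.9 in Fig. 3), at 50 pg 1.81 (about 6.3 in Fig. 3), at 25 pg 0.93 (about 5.3 in Fig. 3) and at 10 pg 0 (about 3.7 in Fig. 3), the paper's values being read by eye. Over genes with at least 1 count in at least 1 library, the medians of 7.49 at 5 ng, 7.94 at 100 pg, 7.84 at 75 pg, 7.78 at 50 pg, 7.35 at 25 pg and 5.36 at 10 pg came within 1.5 times the paper's in counts at 5 ng only. No other median did, whether over genes detected in every library, without TMM factors or with DESeq2 size factors.

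Spearman's coefficients were for 5 ng and 100 pg 0.778 (about 0.85 in Fig. 4), for 5 ng and 75 pg 0.789 (about 0.87 in Fig. 4), for 5 ng and 50 pg 0.77 (about 0.83 in Fig. 4), for 5 ng and 25 pg 0.743 (about 0.77 in Fig. 4) and for 5 ng and 10 pg 0.723 (about 0.74 in Fig. 4), and among the smaller amounts for 100 pg and 75 pg 0.935 (about 0.88 in Fig. 4), for 100 pg and 50 pg 0.918 (about 0.85 in Fig. 4), for 100 pg and 25 pg 0.885 (about 0.80 in Fig. 4), for 100 pg and 10 pg 0.862 (about 0.75 in Fig. 4), for 75 pg and 50 pg 0.929 (about 0.86 in Fig. 4), for 75 pg and 25 pg 0.894 (about 0.80 in Fig. 4), for 75 pg and 10 pg 0.871 (about 0.75 in Fig. 4), for 50 pg and 25 pg 0.886 (about 0.81 in Fig. 4), for 50 pg and 10 pg 0.862 (about 0.77 in Fig. 4) and for 25 pg and 10 pg 0.862 (about 0.79 in Fig. 4), the paper's values being read by eye. They were computed without the date correction. Over genes detected in both libraries, the values for 100 and 75 pg and for 75 and 25 pg differed from the paper's by no more than 0.005 or the 95% half-width of the coefficient, whichever is larger, and over genes with at least 1 count in at least 1 library that for 25 and 10 pg did. No other pair did under these settings, and none did with at least 10 counts in both libraries or with Pearson's coefficient.

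The paper states that the correlation with the other samples increases with the RNA quantity up to 5 ng. From 5 ng it puts the coefficients always above 0.83. Here the coefficient with 5 ng also rose with the amount, from 0.723 at 10 pg to 0.743 at 25 pg, 0.77 at 50 pg and 0.789 at 75 pg, and was 0.778 at 100 pg. All of these, without a date correction, lie below 0.83, as do the values of about 0.77 and 0.74 read from Fig. 4 for 25 and 10 pg. The 5 ng library nevertheless had lower coefficients with every other library than those libraries had with each other, while among the smaller amounts the coefficient with 75 pg was 0.935 for 100 pg, 0.929 for 50 pg, 0.894 for 25 pg and 0.871 for 10 pg. The paper finds the 10 pg sample apart on the first principal axis and the 25 pg sample on the second. Here these axes set apart the 5 ng and 10 pg libraries, and the paper's order was reached without the 5 ng library. In the dendrogram the paper sets the 10 and 25 pg samples apart, and here the 5 ng library joined last, then the 10 pg library, an order that became 10 pg and then 25 pg without 5 ng. In Table 1 the number of shared genes matches at every amount, but the paper's percentage is 98.8 at 75 pg, 85 at 25 pg and 86.3 at 10 pg, against 91.0, 82.0 and 78.8 of the genes detected at 5 ng. Taken of the genes detected in the smaller amount, the percentages were 85.0 at 25 pg and 86.3 at 10 pg, which equal the paper's, and 81.3 at 75 pg, and no setting run gave the paper's value at 75 pg.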

Other observations

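No hypothesis is tested in this part, and the genes are those of lists fixed before the data were examined. The pilot libraries also hold genes that the paper discusses for the epidermis and mesophyll, whose own libraries were not analysed here. Of the 44 transcription factors in Table 3, 34 were detected at 5 ng, all at 100, 75 and 50 pg, 43 at 25 pg and 42 at 10 pg. Among them AFO, a YABBY transcription factor of abaxial cell fate, had 62.8 CPM at 5 ng and 224 CPM at 100 pg, a rise that turns into a fall with TMM factors (206 and 158), PDF2 had 37.1 and 331 CPM, or 121 and 234 with TMM factors, which leave it at 119 at 10 pg, and CBF2, a regulator of the cold response, had 0 counts at 5 ng and 84.5 CPM at 100 pg. The wax synthesis gene CUT1 had 75.3 CPM at 5 ng and 75.95 CPM at 100 pg, or 246 and 53.7 with TMM factors, and CER3 had 64.3 CPM at 100 pg, 2.2 CPM at 25 pg and 76.1 CPM at 10 pg. CER1 had 0 counts at 5 ng, 289 CPM at 100 pg, 139 CPM at 25 pg and 212 CPM at 10 pg, while CER4 had counts at 25 pg only. LTPG1, a lipid transfer protein of the cuticle, had 584 CPM at 5 ng and 998 CPM at 100 pg, a rise that also turns into a fall with TMM factors (1910 and 705.5).

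Markers of other seed tissues differed between the libraries in both directions. Among 12 endosperm genes, ZOU had 0.665 CPM at 5 ng, 94.9 CPM at 100 pg and 130 CPM at 10 pg, and MYB118 had 1.02, 16.15 and 35.4 CPM, or 2.175, 67.1 and 121.5 and 3.33, 11.4 and 33.05 with TMM factors; both are also in Table 3 of the paper. Among 17 seed coat genes, SBT1.7 had 38.3 CPM at 5 ng and 157 CPM at 100 pg, or 125 and 111 with TMM factors, so that no direction is read, and DELTA-VPE had 8.195 and 4.32 CPM and 0 counts at 50, 25 and 10 pg. SUC2, a sucrose transporter of the phloem, had 133 CPM at 5 ng, 9.81 CPM at 100 pg, 0 counts at 50 and 25 pg and 27.4 CPM at 10 pg. Members detected at 5 ng, 100 pg and 10 pg were 6, 7 and 5 for endosperm, 11, 12 and 11 for the seed coat, 5, 5 and 4 of 6 for vascular tissue, 4, 3 and 1 of 5 for the shoot meristem and 5, 4 and 2 of 5 for the root.

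The median log2 ratio of 100 pg to 5 ng, with its value at a floor of 3 counts per library without pseudocount and its percentile among random lists, was -1.90 (floor -3.57, percentile 0.130) for late maturation genes, -1.80 (floor -5.51 over 3 of 5 members, percentile 0.79) for the shoot meristem, 1.97 (floor 2.08 over 18 of 19 members, percentile 99.9) for stress and handling, 1.24 (floor 1.28 over 16 of 17 members, percentile 94.3) for the epidermis, 1.43 (floor 3.85 over 6 of 12 members, percentile 99.6) for the endosperm, 0.88 (floor 2.71 over 8 of 9 members, percentile 94.9) for late flavonoid synthesis, 0.12 (floor 0.31 over 30 of 34 members, percentile 43.6) for wax and cutin, 0.00 (floor -0.70 over 13 of 17 members, percentile 36.1) for the seed coat, 1.73 (floor 1.86, percentile 99.99) for the Table 3 transcription factors and 2.44 (floor 3.00, percentile 98.4) for the genes named in the paper's text. Over the libraries of 75, 50, 25 and 10 pg the same ratio to 5 ng ranged over -3.12 to -1.15 (percentiles 0 to 2.645) for late maturation genes, -1.81 to -1.72 (percentiles 0.730 to 1.69) for the shoot meristem, 1.64 to 2.15 (percentiles 99.3 to 99.95) for stress and handling, 0.15 to 0.48 (percentiles 31.1 to 54.6) for the epidermis, 0.00 to 1.59 (percentiles 77.9 to 99.9) for the endosperm, 0.00 to 2.1 (percentiles 44.7 to 99.9) for late flavonoid synthesis, -0.23 to 0.00 (percentiles 4.09 to 19.6) for wax and cutin, -0.15 to 0.00 (percentiles 10.8 to 56.2) for the seed coat, 1.02 to 1.86 (percentiles 96.6 to 100) for the Table 3 transcription factors and 0.47 to 2.85 (percentiles 51.0 to 99.4) for the genes named in the paper's text. The high percentile at 100 pg was thus not kept at every amount for the epidermis, the endosperm, late flavonoid synthesis and the genes named in the text. For stress and handling it was kept only with TMM factors. Without them the percentile of this list was 97.98 at 100 pg and between 89.72 and 91.77 at 75, 50, 25 and 10 pg. For the lists whose sign depends on TMM factors, the floor value and the percentile at 100 pg were -0.41 and 14.4 for embryo regulators, -0.38 and 4.74 for fatty acid and oil synthesis, -0.76 and 4.415 for early flavonoid synthesis, -1.31 and 6.26 for vascular tissue, 0.17 over 4 of 5 members and 25.5 for root and -0.04 and 22.5 for reference genes. Over 75, 50, 25 and 10 pg their percentiles ranged over 15.5 to 25.3 for embryo regulators, 0.04 to 0.08 for fatty acid and oil synthesis (0.05 to 0.1 without TMM factors) and 0.05 to 4.21 for early flavonoid synthesis. They ranged over 0.71 to 22.15 for vascular tissue, 3.755 to 23.2 for root and 0.58 to 26.35 for reference genes. Floor values leave out members with at most 3 counts in both libraries, so that some cover fewer members than the ratio beside them. AT4G39150, which the paper's text names as MAH-like and which is in the list of genes named in the text, carries no such name in the TAIR10.1 annotation. These values describe single libraries of different sequencing dates. The paper chose the Table 3 transcription factors from libraries of 100 pg of RNA, a choice that the random lists do not share. Their high percentile is therefore no independent result. HSFA2, HSP70 and HSP101, genes of the heat response, had 30.1, 291 and 99.4 CPM at 5 ng, and 0, 9.19 and 0.260 CPM at 100 pg, against the direction of the stress list as a whole.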
